A study of Mus musculus with 8 samples. Its data were reported in "Gene expression profiling in neuronal cells identifies a different type of transcriptome modulated by NF-Y" (2020).

How the data were processed

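Total RNA of transfected N2a cells was labelled and hybridised by the authors to Affymetrix Mouse Gene 1.0 ST arrays, 4 for the empty vector and 4 for Grp94 knockdown, and analysed in Agilent GeneSpring GX. Genes of low expression were left out by the authors to reduce false positives. Whether this came before the testing is not stated in the text read here. Groups were taken from the titles of the samples. The study used more than 1 knockdown construct and more than 1 control vector, and the labels do not say which construct was on which array.

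The only data used here are the authors' own comparison. Its p-values and q-values were computed by the authors for each transcript cluster, and the test behind them was not found in the material read here. The fold change is a ratio of both groups given by the authors without its direction, so that it is always over 1. The log2 fold change deposited by the authors equalled the log2 mean of the knockdown minus that of the empty vector within 1.6e-07 in every row, and its sign differed from the stated direction in 0 rows. The authors' deposited log2 means are centred for each transcript cluster, so they keep no level of expression. The summarization of probes, the normalization between arrays and the genome build were not found in the labels, the study's text or the table, and part of the study's supplementary tables was not read here. The table is limited on the q-value, whose highest value is 0.01, although the design here had assumed a limit on the unadjusted p.

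Because no value per array was used, no linear model, block on the replicate number, removal of single arrays or regrouping of arrays was run, and no standard error is given. The design fixed for this case was used. Transcript clusters past a fold change of 1.3 were counted in each direction. The number of tests was worked out as the q-value times the rank over the p-value, at rows whose q-value was not tied. The median absolute log2 fold change of lower and higher transcript clusters was compared by a two-sided permutation test with 100000 resamples. Gene lists were compared with all other listed genes by a two-sided Fisher's exact test on the number of lower and higher genes, with 1 row per symbol (that of the smallest p) and Benjamini-Hochberg adjustment over the 12 lists tested. Of 15 lists, 3 had fewer than 5 listed members and were only counted.

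Tests, groups, lists, thresholds and most alternatives were fixed before the data were examined. The study's text, its plots and the opening rows of its own list of changed genes had been read by then, and these rows prompted the HIF, ATF4 and NRF2 lists. Some of the 8 ER stress genes fixed in advance were known from the labels of a plot in the study, while its text names only Grp78 and Chop. The genes named in the text followed a fixed rule, which was Hsp90b1, the 5 transcript clusters with a symbol with the largest decrease and the 5 with the largest increase past a fold change of 1.3, the 8 ER stress genes, and the 3 members of each tested list with the largest absolute log2 fold change.

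Alternatives changed the fold change threshold (1.2, 1.35, 1.5, 2 or none), the limit on p (0.001), the unit of counting, the treatment of rows with several symbols and the genes a list is compared with. Re-centring of the log2 fold changes, for counts, lists and sizes, and the count of every pairing of row and symbol, for counts and lists, were added after the data were seen. Genome positions were used as deposited. Of 2093 rows with 1 symbol, 2060 were matched by Entrez identifier to the gene table of GRCm38, which served only to compare builds, and 95.5% lay on the same chromosome. Length in the tests of bias is the span from start to stop of the transcript cluster, which 13 rows lack. The tests of chromosomes, neighbours and predicted genes used 2377 rows, since another 5 lie on sequence outside the 20 chromosomes tested.

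The calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. The scripts were tested on simulated data. The number of tests was recovered as 6479 where 6479 had been simulated. For the test of gene lists on 2454 genes, 85.2% of 500 simulated lists of 20 genes at 95% lower were called, and 6% of 500 lists without an effect had an unadjusted p under 0.05. The direction of each simulated gene was drawn independently. These shares therefore do not give the error rate for genes that share a regulator or a transcript cluster.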

Results

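Gene expression was measured on 8 Affymetrix Mouse Gene 1.0 ST arrays, which read each gene through probes spread along its exons and report 1 value per transcript cluster, a group of transcripts assigned to the same gene. The RNA came from neuro2a (N2a) cells, a mouse neuroblastoma line used as a model of neuronal cells. The labels assign 4 arrays to cells that received an empty vector and 4 arrays to cells that received vectors for knockdown of Grp94. Grp94 is a chaperone of the endoplasmic reticulum (ER), encoded by Hsp90b1, and the vectors express an artificial microRNA that directs degradation of its mRNA. The small number of arrays limits the precision of every value given here. The values per array were not used here, so the spread between replicates enters only through the p-values of the authors' comparison.

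The authors' deposited table holds 2395 transcript clusters, of which 1434 (59.9%) were lower and 961 were higher in the knockdown. Adjusted p-values in the authors' deposited table ran from 0.000258 to 0.01, and the highest unadjusted p-value was 0.0037. The median fold change in the authors' deposited table was 1.19 and the largest was 3.09, and 270 transcript clusters (11.3%) changed by less than 1.1-fold. Transcript clusters above the limit on the adjusted p were not analysed here, so a gene absent from the table has no value and is described as not listed. Symbols were given for all but 44 transcript clusters, and 258 (10.8%) carried several symbols, in which case the probes do not separate the genes. Positions are those of the authors' deposited table, whose genome build was not found in the material read here and whose coordinates did not match build GRCm38, since 13.3% of the transcript clusters matched by gene identifier overlapped their gene there.

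The target of the knockdown was examined before any other gene, because its level checks the labels. Hsp90b1 (transcript cluster 10371482, minus strand of chromosome 10, 86153585 to 86168195, 37 probes) had a log2 fold change of -1.52 in the authors' deposited table, a 2.87-fold decrease, with p = 1.12e-06 and an adjusted p of 0.000332. Its centred log2 mean in the authors' deposited table was 0.74 for the empty vector and -0.78 for the knockdown. Only Nxf7 and Car6 had a lower log2 fold change among the 2395 transcript clusters.

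The comparison of both groups asked which transcripts change when Grp94 is reduced. At a fold change over 1.3, the authors' deposited table held 535 transcript clusters, of which 385 (72.0%) were lower and 150 were higher, or 2.57 lower for each higher one. The split depended on the threshold, and at a fold change over 2 the authors' deposited table held 20 lower and 2 higher transcript clusters. The split also rests on the zero point of the log2 scale. The median log2 fold change of all listed transcript clusters was -0.16 in the authors' deposited table, and when the values were re-centred on that median, 159 transcript clusters were lower and 527 were higher past the same threshold. The median of the transcript clusters that were not listed is not known, and re-centring on listed ones alone evens out their directions by construction, so the re-centred split is neither an estimate of the true split nor a limit on it.

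**Figure D1:**
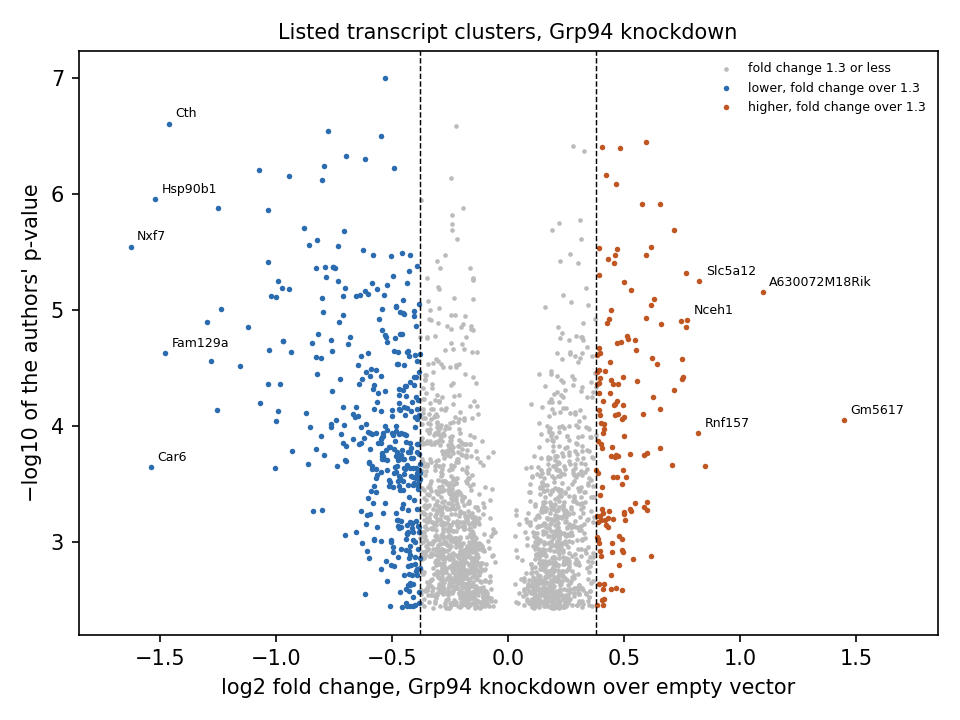
Each point is 1 of the 2395 transcript clusters in the authors' deposited table, with the log2 fold change of Grp94 knockdown over empty vector on the horizontal axis and -log10 of the unadjusted p on the vertical axis. Of the transcript clusters past a fold change of 1.3, 385 lie on the lower side and 150 on the higher side, and Hsp90b1 lies at -1.52.

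The largest decreases past that threshold were those of Nxf7 (chromosome X, 132114094 to 132133316), Car6 (chromosome 4, 149561124 to 149575270), Hsp90b1, Fam129a (chromosome 1, 153418605 to 153566472) and Cth (chromosome 3, 157557212 to 157588027). Their log2 fold changes in the authors' deposited table were -1.63, -1.54, -1.52, -1.48 and -1.46, in that order, with adjusted p-values from 0.000258 for Cth to 0.00206 for Car6. The largest increases with a gene symbol were those of Gm5617 (chromosome 9, 48303547 to 48311915), A630072M18Rik (chromosome 5, 20456996 to 20458682), Slc5a12 (chromosome 2, 110437455 to 110487944), Rnf157 (chromosome 11, 116199636 to 116274346) and Nceh1 (chromosome 3, 27081917 to 27183374). Their log2 fold changes in the authors' deposited table were 1.45, 1.1, 0.82, 0.82 and 0.77, with adjusted p-values from 0.000458 for Slc5a12 to 0.00155 for Rnf157.

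The sizes of lower and higher changes were compared next. In the authors' deposited table the median absolute log2 fold change was 0.28 among lower and 0.22 among higher transcript clusters. The difference of 0.05 gave p = 1e-05 in a two-sided permutation test, the smallest value its 100000 resamples can give. Among transcript clusters of the authors' deposited table past a fold change of 1.3 alone, the difference was 0.04 and the permutation p was 0.0163. Re-centring the values of the authors' deposited table on their median of -0.16 turned the difference to -0.22 with a permutation p of 1e-05. This reversal follows from the construction, since the shift exceeds the difference of 0.05. It shows only that the order rests on the zero point, and not where that point lies. Transcript clusters are not independent replicates, so these p-values describe this set of arrays and not new cultures.

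A list limited on adjusted p can be weighed only against the number of tests behind it. The adjusted p-values of the authors' deposited table implied 6479 tests under the Benjamini-Hochberg procedure, with a range of 6467 to 6505 over the 545 rows whose adjusted p was not tied. If these were all the tests made, the 2395 transcript clusters in the authors' deposited table were 37.0% of them, where 23.9 would be expected to reach the highest listed p by chance, and the other 4084 were not analysed here. Whether transcript clusters had been selected by p before the adjustment is not known, and in that case the share would be smaller and the number expected by chance larger. At the last row of the authors' deposited table the implied number was again 6479.

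Loss of an ER chaperone raises the question of an ER stress response, in which chaperone genes and the transcription factors that control them are induced. Of 8 ER stress genes fixed in advance, 4 were in the authors' deposited table and all 4 were lower in the knockdown. Atf6 (chromosome 1, 172637345 to 172797899) had a log2 fold change of -0.44 in the authors' deposited table and Xbp1 (chromosome 11, 5420644 to 5425895) one of -0.36. Atf4 (chromosome 15, 80085614 to 80087971) had a log2 fold change of -0.26 in the authors' deposited table. The transcript cluster of Ddit3, the gene for Chop (chromosome 10, 126727864 to 126733344), had -0.34 in the authors' deposited table but is shared with Mars. Only Atf6 passed a fold change of 1.3 in the authors' deposited table. Hspa5, the gene for Grp78, and Eif2ak3, Eif2s1 and Canx were not listed, which does not show that they were unchanged.

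The direction of gene lists was then compared with that of all other listed genes, with 1 row per gene symbol, by a two-sided Fisher's exact test and Benjamini-Hochberg adjustment over the 12 lists with at least 5 listed members. Of all 2454 symbols in the authors' deposited table, 59.3% were lower. The lists of targets of HIF, ATF4 and NRF2, the factors that respond to low oxygen, to lack of amino acids and to oxidants, were drawn up after the top of the study's own list of changed genes had been read, so they are not independent of these data. Atf4 and Ddit3 are also among the ER stress genes above, so the ATF4 list bears on the ER stress question as well. Genes of a list are also not independent replicates, and every gene was measured on the same 8 arrays.

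All 35 HIF targets in the authors' deposited table were lower, with a median log2 fold change of -0.58 and an adjusted p of 1.70e-07, and 26 of them passed a fold change of 1.3. The largest changes in this list were those of Aldoc (-1.24, chromosome 11, 78137700 to 78140547), Bnip3 (-1.15, chromosome 7, 146082519 to 146101189) and Gys1 (-1.12, chromosome 7, 52690371 to 52711472) in the authors' deposited table. Of the ATF4 targets in the authors' deposited table, 34 were lower and 1 was higher, with a median of -0.41 and an adjusted p of 1.75e-06. They were led by Cth, by Slc7a11 (-1.30, chromosome 3, 49696436 to 50247535) and by Slc7a3 (-0.99, chromosome X, 98274543 to 98280713) in the authors' deposited table. All 14 listed NRF2 targets in the authors' deposited table were lower, with an adjusted p of 0.00408, led by Slc7a11, Ephx1 (-1.25, chromosome 1, 182919687 to 182947652) and Hmox1 (-0.58, chromosome 8, 77617521 to 77624489). Among the 7 NRF2 targets of the authors' deposited table past a fold change of 1.3 the adjusted p was 0.251.

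Genes of sterol and fatty acid synthesis in the authors' deposited table were lower in 13 cases and higher in 1, with an adjusted p of 0.0196 and a median of -0.24. The largest changes among them in the authors' deposited table were those of Pmvk (-0.66, chromosome 3, 89258463 to 89272931), Acss2 (-0.63, chromosome 2, 155342695 to 155411460) and Lpin1 (-0.48, chromosome 12, 16542763 to 16617772). This call was lost when the values of the authors' deposited table were re-centred, where 78.6% were lower with an adjusted p of 0.0756. Of the ER chaperone and unfolded protein response genes in the authors' deposited table, 10 were lower and 1 was higher, and the adjusted p of 0.0507 did not pass 0.05. Ero1l, which is also in the HIF list, had the largest change among them in the authors' deposited table (-0.97, chromosome 14, 45903996 to 45938202), followed by Dnajb9 (-0.52, chromosome 12, 45306882 to 45311055) and Atf6. Cell cycle genes in the authors' deposited table were lower in 8 cases and higher in 3, with an adjusted p of 0.590, and the largest changes were those of Cdkn1a (-0.68, chromosome 17, 29230720 to 29237667), Cdc25a (0.23, chromosome 9, 109778083 to 109796394) and Cdkn2c (0.23, chromosome 4, 109333481 to 109338280). Adjusted over the list alone, with members that were not listed set to a p of 1, the authors' deposited table gave 35 HIF targets, 35 ATF4 targets, 14 NRF2 targets, 14 sterol and fatty acid genes, 11 ER chaperone genes and 3 cell cycle genes.

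**Figure D2:**
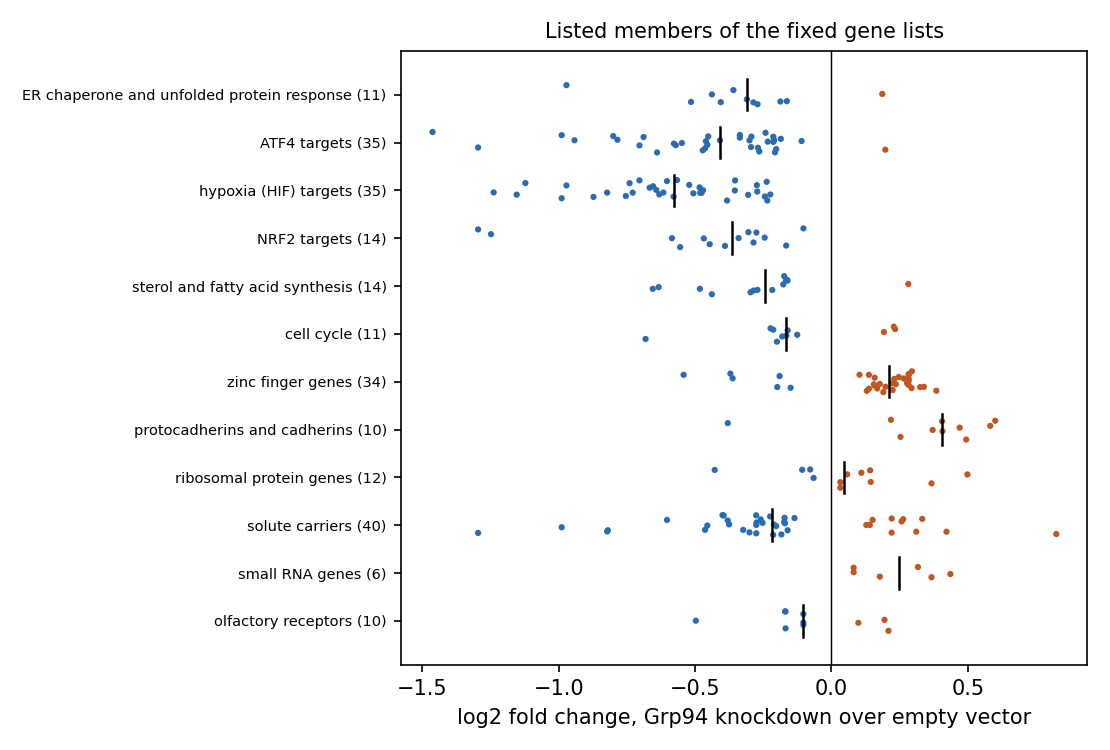
Each row is a gene list and each point a listed member, placed by its log2 fold change of Grp94 knockdown over empty vector in the authors' deposited table, with a bar at the list's median and the number of listed members in brackets. All 35 HIF targets lie below 0, while 28 of the zinc finger genes lie above 0 and 6 below.

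Lists defined by the start of the gene symbol leaned the other way in several cases. Of the zinc finger genes (Zfp and Zscan) in the authors' deposited table, 6 were lower and 28 were higher, with a median of 0.21 and an adjusted p of 4.30e-06. The 3 largest changes among them in the authors' deposited table were those of Zfp180 (-0.54, chromosome 7, 24866943 to 24892724), Zfp142 (0.38, chromosome 1, 74611702 to 74634602, a transcript cluster shared with Plcd4) and Zfp420 (-0.37, chromosome 7, 30645030 to 30700645). The median and the test of this list therefore pointed higher although the largest change was a decrease. Protocadherins and cadherins in the authors' deposited table were lower in 1 case and higher in 9, with a median of 0.41 and an adjusted p of 0.00455. Pcdhb6 (0.60, 37493682 to 37496000), Pcdhb11 (0.58, 37581072 to 37584381) and Pcdhb21 (0.49, 37673306 to 37676017), all on chromosome 18, led this list in the authors' deposited table. All 6 small RNA symbols in the authors' deposited table were higher, with an adjusted p of 0.00897, but they rest on 5 transcript clusters, since Mir684-1 and Mir684-2 share 1 with Sumo2. Without transcript clusters of several symbols fewer than 5 remained and the list was not tested. The list was led in the authors' deposited table by Snora23 (0.44, chromosome 7, 117189878 to 117190061), Snord95 (0.37, chromosome 11, 48616641 to 48616708) and Mir22 (0.32, chromosome 11, 75277218 to 75277312, shared with 2210403K04Rik).

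The remaining lists had no adjusted p under 0.05. Solute carriers in the authors' deposited table were lower in 29 cases and higher in 11, with an adjusted p of 0.125, led by Slc7a11, Slc7a3 and Slc5a12. Ribosomal protein genes (Rpl and Rps) in the authors' deposited table were lower in 4 cases and higher in 8, with an adjusted p of 0.107. This depended on the counting. When every transcript cluster of the authors' deposited table was counted, 10 were lower and 25 higher (28.6% lower), with an adjusted p of 0.000516. This count takes the same symbols several times, as with Rpl10, Rpl41 and Rps2. The smaller p therefore does not rest on more genes. Re-centring gave 8.33% and 0.00772, but by construction it turns every decrease smaller in size than the median of -0.16 to higher. Rpl13a (-0.11), Rpl36 (-0.08) and Rpl10 (-0.07) were turned in this way, while Rps6ka2 stayed lower. The call after re-centring is therefore no separate evidence on this list. The start of the symbol also selects kinases, and the largest changes in the authors' deposited table were those of Rpl23a (0.50, chromosome 11, 77996558 to 77996626) and the kinases Rps6ka2 (-0.43, chromosome 17, 7374464 to 7507666) and Rps6ka6 (0.37, chromosome X, 108501801 to 108651554). The transcript cluster of Rpl23a spans 69 bp in the authors' deposited table, close to the 68 bp of Snord95, so its value is not shown to be that of the Rpl23a mRNA. Olfactory receptors in the authors' deposited table were lower in 7 cases and higher in 3, with an adjusted p of 0.749, and re-centring turned this to 40% lower. The largest changes among them in the authors' deposited table were those of Olfr1259 (-0.50, chromosome 2, 89783341 to 89784270), Olfr901 (0.21, chromosome 9, 38237869 to 38238804) and Olfr222 (0.19, chromosome 11, 59384284 to 59385240). No symbol starting with Hist, the prefix used for the histone list, and 1 symbol starting with Col were in the authors' deposited table, so neither list was tested.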

Values the study reported

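The study reported 542 differentially expressed genes in Grp94 knockdown cells, of which 389 were lower and 153 were higher. It described 231 genes annotated to the response to ER stress as showing no clear induction. By microarray and quantitative RT-PCR it found no increase of ER stress genes such as Grp78 and Chop. Western blots showed Grp78 protein unaltered by the knockdown. From these measures together the study proposes that ER stress was not induced.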

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

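The re-centred values and the count of every pairing of row and symbol were chosen only after the data were seen. The other alternatives were planned.

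The number of transcript clusters called follows the fold change threshold by construction, since a lower threshold keeps more of them. In place of 535 (385 lower, 150 higher) at 1.3, there were 1116 (761 and 355) at 1.2, 162 (128 and 34) at 1.5, 22 (20 and 2) at 2 and 2395 (1434 and 961) with no threshold. At the planned threshold next above 1.3, the higher ones fell to 98. More were lower than higher at each of these thresholds. Re-centring on the median of listed transcript clusters gave 159 lower and 527 higher, a shift that follows in part from its construction, which evens out the directions of listed transcript clusters. Counting unique symbols gave 538, counting only transcript clusters with a symbol gave 522, and counting every pairing of row and symbol gave 570. The limits of 0.01 on the unadjusted and the adjusted p keep the same rows, because every row passes both.

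Over 81 alternatives for the direction of gene lists, 69 kept the direction and the side of the threshold, 4 lost the call, 5 gained it and 3 reversed the direction. HIF, ATF4, zinc finger, protocadherin and small RNA lists kept their calls under every alternative that left 5 listed members. Past a fold change of 1.3 the zinc finger and small RNA lists had fewer than 5 members and were not tested. NRF2 targets past a fold change of 1.3 were still 100% lower, with an adjusted p of 0.251 on 7 genes (0.00172 to 0.251 over all its alternatives). The sterol and fatty acid list lost its call at a fold change over 1.2 (87.5% lower, 0.321), at p under 0.001 (90%, 0.149) and after re-centring (78.6%, 0.0756), with a range of 0.00992 to 0.321. The ER chaperone list gained a call when every pairing of row and symbol was counted (90.9%, 0.0448) and against genes in no list (90.9%, 0.0481), with a range of 0.0448 to 0.213. Ribosomal protein genes gained one when every transcript cluster was counted (28.6% lower, 0.000516), when every pairing was counted (24.4%, 2.13e-05) and after re-centring (8.33%, 0.00772), with a range of 2.13e-05 to 0.718. Counting every transcript cluster or pairing takes the same ribosomal symbols several times, so the smaller p-values do not rest on more genes. Olfactory receptors turned to 40% lower both without rows of several symbols and after re-centring, and to 57.1%, below the share of the other genes, when every transcript cluster was counted, with no call in any of these. Re-centring turns every decrease smaller in size than the median of -0.16 to higher by construction. This moves lists with small decreases, such as the ribosomal and olfactory ones. Beyond this, the repeated count of the same symbols and the smaller number of genes left by stricter limits, the cause was not tested.

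The difference in size between lower and higher changes kept its direction and its call under the 4 alternatives fixed beforehand, and reversed to -0.22 after re-centring (permutation p = 1e-05), which moves the size of every change by its own construction. The number of tests was the same at the last row. No second transcript cluster of Hsp90b1 was listed, so that alternative gave no value. No paired analysis was possible because the values used are the authors' group means and no value per array was used. For the same reason, leaving out arrays, quantile normalization and the t-test were not run, and a filter on expression was not run because the means keep no level. Signal over background was not used here, so what it limits is unknown.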

Other observations

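The patterns below were noticed in the data or in the study's own list before they were tested. The tests of shared probes, of the zero point, of members read beforehand, of culture conditions, of the number of tests and of runs of neighbours, and the tests of the NRF2 list other than its direction and the fold change limit, were chosen only after the result was seen.

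Listed HIF and ATF4 targets were lower almost without exception. Of the 43 symbols fixed for the HIF list 35 were listed, and of the 44 for the ATF4 list 35. The others have no value. Draws of 10000 sets of other listed genes with the same span gave a median of 58.8% lower for the HIF list (41.2% to 73.5% in the middle 95%) and 60.0% for the ATF4 list (45.7% to 77.1%), against 100% and 97.1% observed, which argues against transcript length. With rows of several symbols and genes of several transcript clusters left out, 100% of 26 HIF targets (Fisher's exact test, p = 1.88e-06) and 96.7% of 30 ATF4 targets (p = 5.25e-06) were lower, which argues against probes shared with annotated relatives. After re-centring, 35 of 35 HIF targets and 33 of 35 ATF4 targets stayed lower, so an offset of that size does not account for the pattern. The lists were built around genes already read in the study's list. Without these, and without the ER stress genes fixed in advance, 100% of 32 HIF targets (Fisher's exact test, p = 9.52e-08) and 96.7% of 30 ATF4 targets (p = 4.82e-06) were lower, so the members known beforehand do not carry the direction. These p-values treat genes as independent, which genes under a shared regulator are not, so they overstate the evidence.

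The same tests were run on the 14 listed NRF2 targets, all lower. The list holds 38 symbols, so most of its members have no value. Span-matched draws gave a median of 57.1% lower (35.7% to 85.7%), 100% of 12 were lower without shared rows and genes of several transcript clusters (Fisher's exact test, p = 0.00243), and 13 of 14 stayed lower after re-centring. Without the members read beforehand 100% of 11 were lower (Fisher's exact test, p = 0.00398). Past a fold change of 1.3 the call was lost, where 7 members remained (adjusted p = 0.251 by Fisher's exact test).

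What stays open is why these genes fell. A lower oxygen response may follow from the loss of Grp94, but wells that differed in density, oxygen or medium could give the same median of -0.58 for the HIF list. The 2 cannot be told apart, since this table holds no separate measure of the cultures. An effect of the artificial microRNA on other transcripts, or of expressing any microRNA when the control vector expresses none, was not tested.

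Zinc finger genes and protocadherins went the other way. Span-matched draws gave a median of 64.7% lower for zinc finger genes (47.1% to 79.4%, observed 17.6%) and 55.6% for the 9 protocadherins and cadherins with a span (22.2% to 77.8%, observed 0%). The member left out for want of a span is Pcdh15, the only lower one, named after its value was seen. With it the observed share is 10%, still under the 20% that the lower end becomes if its draw is counted as higher, so length does not account for either family. Without rows of several symbols and without genes of several transcript clusters, 24.0% of 25 zinc finger genes (p = 0.000306) and 10% of 10 protocadherins and cadherins (Fisher's exact test, p = 0.00164) were lower. Members of both families are similar in sequence, and probes could read several of them under 1 symbol. Shared probes and separate changes cannot be told apart from symbols alone, because the probe sequences were not used here.

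The share of lower transcript clusters differed between 20 chromosomes, with a chi-square of 51.5 against a 95th percentile of 30.2 in 10000 shuffles (permutation p = 0.000200). Chromosome 7 (71.1% lower, adjusted p = 0.0297) and chromosome X (74.7%, 0.0395) lay above and chromosome 1 (47.5%, 0.0395) below the rest in Fisher's exact tests adjusted over the 20 chromosomes. The spread stayed when directions were shuffled among transcript clusters of like span (permutation p = 0.000300) and without the genes of any list (permutation p = 0.00200). Neighbours within 100 kb that share no symbol and do not overlap changed in the same direction in 60.3% of 592 pairs, against 53.0% in shuffles within chromosomes (upper end of their middle 95% at 56.9%, permutation p = 0.0001, the smallest the shuffles can give), and in 59.8% without protocadherins (permutation p = 0.000400). A gene measured by several transcript clusters is therefore not the whole cause. Runs of neighbours could in turn make the chromosomes differ, since shuffles treat each transcript cluster as independent. With 1 transcript cluster kept per 1 Mb, the chi-square was 26.4 and the permutation p was 0.117. Among 10000 random subsets of 1179 transcript clusters the median chi-square was 34.6 and 73.4% stayed past the 95th percentile of shuffles, which leans towards runs of neighbours, but 12.3% gave a chi-square no larger than 26.4, so these runs and the loss of data cannot be told apart here. No biological explanation was tested.

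Transcript clusters with no symbol or only a predicted-gene symbol were higher in 121 of 247 cases (49.0%), against 38.8% of named ones (Fisher's exact test, p = 0.00248). They are shorter, but named ones of like span gave a median of 40.9% higher (34.8% to 47.0%), so span alone does not account for the difference. Their expression level, which is not kept in the table, was not tested.

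The adjusted p-values rest on 6479 tests. Between p of 0.003 and 0.0035 the table holds 142 transcript clusters, where evenly spread p-values of the tests not listed would give 2.04, so the list stops in the middle of a dense range. A power law fitted to the listed p-values reaches 6479 transcript clusters at a p-value of 0.0372 (0.0416 with a second fit range), and carried on to a p of 1 it gives 26471 (23963). Listed transcript clusters would then be 9.05% of the tests (9.99%), with 97.8 (88.6) expected by chance. The early reach could mean that the adjustment followed a selection by p. It could also mean that the trend bends beyond the listed range. The 2 cannot be told apart from the listed p-values alone. The number of transcript clusters on the array, which would bear on the number of tests, was not used here. If more tests had been made, up to 32401 would still leave every listed transcript cluster under an adjusted p of 0.05.

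Where 54 genes had more than 1 transcript cluster of their own, 53 changed in the same direction in both, against 52.1% by chance. When all rows were used, also those with several symbols, 6 symbols had rows in both directions. Across these genes, which are not independent replicates, the log2 fold changes of both had a Pearson r of 0.958. Such pairs are listed only if both passed the limit on the adjusted p, which raises this correlation. Whether both transcript clusters of a gene read the same sequence was not tested, because the probe sequences were not used here. The agreement is therefore not shown to come from separate measurements.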
